# Effect of inulin on small extracellular vesicles microRNAs in milk from dairy cows with subclinical mastitis

**DOI:** 10.1093/jas/skae366

**Published:** 2024-12-04

**Authors:** Wanjie Yu, Xuemei Nan, Martine Schroyen, Yue Wang, Mengting Zhou, Xiangfang Tang, Benhai Xiong

**Keywords:** inulin, inflammation, milk microRNA, pathways, subclinical mastitis

## Abstract

Milk contains microRNAs (miRNA) that are shielded by small extracellular vesicles (sEVs). Beyond variations among individuals, many factors including nutrition play a role in shaping miRNA expression profiles. This study is to explore milk-derived sEVs-miRNA variations induced by inulin supplementation in subclinical mastitis-suffering cows. Fourteen lactating cows diagnosed with subclinical mastitis were equally assigned to either an inulin or a control group. Apart from total mixed rations, cows in the inulin group were provided with 300 g/d inulin during the morning feeding, while the control group did not receive any supplement. Following 1 wk of adaptation and 5 wk of treatment, sEVs-miRNA were isolated from the milk of each cow. RNA is subjected to high-throughput sequencing and differentially expressed (DE) miRNA (*P* < 0.05 and ∣ log2FC∣> 1) were detected through bioinformatics analysis. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were conducted to examine the target genes of DE miRNA. A sum of 350 miRNA was discovered, including 332 in the control group and 249 in the inulin group. Among these, 9 miRNA showed differential expression within the 2 groups, including 3 upregulated and 6 downregulated in the inulin group. The DE miRNA participates in regulating organismal systems, cellular processes, and signal transduction, which may affect inflammatory response and milk production. Overall, our study provides insight into the micromolecular-level mechanism of inulin in alleviating subclinical mastitis in dairy cows.

## Introduction

Milk contains abundant nutrients and bioactive substances, providing a comprehensive source of essential nutrients and immune protection for newborns and juvenile animals. Bioactive substances in milk have shown regulatory potential in immunity, infection, and inflammation control (Hill and Newburg, 2015). In recent decades, extracellular vesicles (**EVs**), particularly small extracellular vesicles (**sEVs**) with a size range of 30 to 150 nm, have been widely studied as bioactive compounds for their biological functions (Gao et al., 2021).

Exogenous EVs have a double-layer structure and are resistant to acidic conditions and RNases (Izumi et al., 2015). They protect their cargo from harsh conditions, allowing passage through the gastrointestinal tract and absorption in the small intestine (Stoorvogel et al., 2002). These EVs can deliver microRNAs (**miRNA**) to target cells, thus modulating the target cell by regulating biochemical pathways (Ong et al., 2021). A study examining miRNA profiles prior to and after a *Staphylococcus aureus* infection in cattle identified 22 mammary-expressed objective genes from the revealed differentially expressed (**DE**) miRNA. These objective genes participate in modulating immune processes and inflammation responses (Sun et al., 2015). Milk-derived sEVs can also regulate tumor occurrence and transition, mediating apoptosis, and inflammation (Samuel et al., 2017; El-kattawy et al., 2021). Bovine milk-derived sEVs have revealed protective effects from oxidative stress, affected metabolism processes, and improved energy status (Chen et al., 2020; Wang et al., 2021a). Additionally, they were shown to alter microbial communities in mice through milk intake containing sEVs (Zhou et al., 2019). Conversely, EVs can also have negative effects in certain situations. For instance, despite reducing tumor growth, milk EVs can also accelerate cancer metastasis by inducing epithelial-to-mesenchymal transition in cancer cells (Samuel et al., 2021).

As the key cargo of EVs, miRNA modulates gene expression at the post-transcriptional level by base-pairing with complementary messenger RNA targets, influencing protein synthesis (Kuokkanen et al., 2010; Ong et al., 2021). They play vital roles in biological processes, cellular components, and molecular functions by modifying gene expression (Zhang et al., 2022b) and influencing numerous pathways, including signal transduction, diseases, and cellular processes (Quan et al., 2020). The miRNA expressions vary widely in different studies, influenced by factors such as breed, environment, and lactation period (Fan et al., 2021a; Yun et al., 2021). Furthermore, miRNAs are significantly altered during different lactation periods, abundant miRNAs regulate basic metabolic, cellular, and immunological functions (Do et al., 2017). And 7 milk-specific miRNA consistently expressed, offering the potential for quality control (Chen et al., 2010).

Moreover, variations in EVs-miRNA may reflect the health conditions of animals. Abnormal miRNA expression can contribute to disease pathogenesis (Do et al., 2021). The expression levels of miR-142-5p and miR-223 were increased after Streptococcus uberis infection (Sun et al., 2015). Similarly, lipoteichoic acid can activate inflammatory responses and increase miR-23a targeting of PI3K to regulate inflammation (Cai et al., 2021). Uterine infections in dairy cows result in 30 DE miRNA compared to healthy cows. These miRNAs play a crucial role in combating pathogen infestation and regulating inflammation (Kasimanickam and Kastelic, 2016). The above studies suggest the capability of miRNA profiles as disease biomarkers and metabolic condition detection (Colitti et al., 2020). Different feed compositions also lead to variations in miRNA expression. Feed restrictions affected the abundance of miRNA in milk EVs (Leduc et al., 2023). Similarly, substituting a portion of alfalfa hay with a mixture of byproducts in cattle feed resulted in 9 DE miRNA in milk (Quan et al., 2020). These miRNAs are shown to participate in processes such as fat metabolism, taurine and hypotaurine metabolism, and glycosphingolipid biosynthesis. The diversity of miRNA composition and expression under various nutritional and health conditions warrants further attention.

Subclinical mastitis is an inflammatory reaction triggered by pathogenic bacteria in dairy udders without evident signs (Ruegg, 2017). It decreases the milk quality and milk yield, affecting the profit of dairy farms (Ruegg, 2017). The health conditions of the mammary gland affect miRNA profiles, leading to DE miRNA between healthy and subclinical cows (Stefanon et al., 2023).

Plant components are widely used in preventing and treating inflammations to reduce the use of antibiotics during farming (Khan et al., 2023). Inulin is often utilized for its prebiotic properties, given its capability to promote the growth of microorganisms in the hindgut (Usman et al., 2021). Additionally, it can promote the health condition of the animal. Studies have shown that both antioxidant and immune functions are enhanced in cows when their feed is supplemented with inulin (Zhao et al., 2022). Similarly, inulin supplementation may help mitigate subclinical mastitis by regulating microbial communities and metabolites within the mammary tissue (Wang et al., 2022). Moreover, supplementing with inulin has been shown to increase milk production and improve the milk fatty acid profile (Zhao et al., 2022). However, the molecular-level changes behind these results are unclear. We hypothesize that supplementing inulin in the diet could alter bovine milk-derived sEVs-miRNA profiles.

Based on a previous study, supplementation with inulin at 300 g/d showed the best results in reducing pathogenic bacteria in the mammary tissue (Wang et al., 2022). Therefore, we have chosen the same dose of inulin for this study. The health condition of the mammary tissue can be reflected in milk. Analyzing changes in milk-derived sEVs-miRNA profiles induced by inulin may help understand the mitigation process of inflammation due to inulin by identifying involved pathways. The objective of this study is to supply new evidence for differences in miRNA expression induced by inulin in subclinical mastitis-suffering cows.

## Materials and Methods

### Ethics Statement

The animal management, experimental procedures, animal welfare, and ethics protocol of this study were in compliance with the academy’s guidelines for animal research and approved by the Animal Ethics Committee of the Chinese Academy of Agricultural Sciences (Beijing, China; approval number IAS-2020-92).

### Animals, Diets, and Sample Collection

The current study was performed in July and August 2020 at a commercial dairy farm in Beijing, China. The selection of the animals was according to the outcomes of the California mastitis test (**CMT**), milk cell count data, and clinical features. Briefly, milk was mixed with an equal volume of reacting solution of the CMT, and 4 levels were graded according to milk color and form (Wang et al., 2020). The cows that tested positive or weakly positive in CMT and showed no diagnostic signs in their udders were defined as subclinical mastitis-suffering cows. Fourteen subclinical mastitis-suffering Holstein dairy cows (days in milk = 161.43 ± 28.11 d; parity = 2.86 ± 1.29; milk yield = 28.26 ± 5.36 kg/d; milk somatic cell counts = 6,591.64 ± 973.13 × 10^3^ cells/mL, Table 1) were divided into a control and an inulin group at random (*n* = 7 each). The feeding regimen remained consistent with our previous research (Yu et al., 2023b). Cows were individually housed and received total mixed rations (Supplemental Table S1) with or without 300 g/d of inulin supplement for the inulin and control group, respectively (Wang et al., 2022). Total mixed rations were provided at 08.00, 14.00, and 20.00 hours, with unrestricted access to water. Inulin with purity over 85% was supplemented in each cow in the inulin group through oral administration using a feeder (Boehringer-Ingelheim, Biblach, Germany) during morning feeding (Wang et al., 2022). The experiment constituted of a 1-wk adaptation phase followed by a 5-wk treatment phase.

**Table 1.** Basic information (Mean) on dairy cows with subclinical mastitis in control (*n* = 7) and inulin group (*n* = 7)

	Control group	Inulin group	Average	SEM^1^	*P* values
Days in milk	174.29	148.57	161.43	7.51	0.086
Parity	2.57	3.14	2.86	0.35	0.430
Milk yield, kg/d	30.73	25.80	28.26	1.43	0.085
Milk somatic cell counts (×10^3^ cells/mL)	6,412.71	6,770.57	6,591.64	260.08	0.513
CMT^2^ results	+/++^3^	+/++	/	/	/

^1^SEM, standard error of the mean.

^2^CMT, California mastitis test.

^3^+, weakly positive; ++, positive.

Milk samples were obtained from a bottle connected to the automatic milking system at 06.00, 12.00, and 18.00 hours on the last day of the experiment. The samples were mixed at a ratio of 4:3:3, and preserved at −80 °C for subsequent procedures.

### Isolation and characterization of milk small extracellular vesicles

Milk samples were defrosted in a room-temperature water bath. Five milliliters of milk sample was centrifuged for 10 min at 1,200 × *g* at 4 °C 2 times to eliminate fat and large debris. Collecting the clarified supernatant and centrifuged at 21,500 × *g* at 4 °C for 50 min to eliminate casein and remnant fat. The sEVs were isolated following the previously described protocol (Yu et al., 2023b). In summary, the supernatant was balanced to 15 mL by mixing with PBS, transferred into the pre-cleaning column, and centrifuged to eliminate the cellular debris. Nonspecific protein aggregates, lipoproteins, and cytokines were eliminated by repeatedly centrifuging the flow-through in an Amicon Ultra-15 filter. Then, an isolation column was used to isolate sEVs. Equilibration buffer (5 mL) was incorporated into the column and centrifuged at 3,000 × *g* for 2 min. After replacing the tube, the sample was loaded into the same column and centrifuged to make the sEVs bound with the membrane. The sEVs were washed out by the wash buffer. The ultimate eluate was obtained and preserved at −80 °C.

Nanoparticle tracking analysis was conducted using ZetaView (S/N 252, Particle Metrix, Germany) with a resolution of 0.703 µm/px, to identify the concentration and partical size of sEVs. The dilution factor was 500 with PBS.

### Small RNA analysis

#### RNA library construction and sequencing

The isolation of small RNA followed the protocol of miRNeasy Mini Kit (cat. No. 217004, QIAGEN, Germany). Concisely, sEVs samples were initially lysed and homogenized in a highly denaturing buffer, effectively deactivating RNases and ensuring the preservation of intact RNA during purification. By mixing with ethanol, the samples were loaded into the column. The contaminants were passed through the membrane and washed away. The eluted, high-quality RNA was acquired for subsequent examination.

The small RNA sequencing was executed by VivaCell (Shanghai, China) using the Illumina NovaSeq 6000, PE150. Briefly, T4 RNA Ligase connected 3ʹ and 5ʹ adapters to the ends of RNA molecules, and the library was reverse transcribed and then amplified. The purified and recovered cDNA constructs were subjected to library checking and normalization.

#### Bioinformatics analysis

The bioinformatics analysis was executed by VivaCell (Shanghai, China). In brief, raw data were converted from basic reads by base calling. Reads with 3ʹ adapters, without 5ʹ primer contaminants, and ranging between 15 nt and 41 nt were kept. The quality of the read was controlled by Fastx_toolkit (version 0.0.13; Gordon and Hannon, 2010). The clean reads were acquired by filtering reads containing N bases using Fastq (Patel and Jain, 2012). Non-coding RNAs, including long non-coding RNAs, other small RNAs, ribosomal RNAs, and small nucleolar RNAs, were annotated by searching through the Rfam (v.10.1) database using bowtie (Griffiths-Jones et al., 2003). The miRBase (v.21) database was used to recognize miRNA and investigate their expression modes (Kozomara et al., 2019). The miRDeep2 was used for quantitative statistical analysis of small RNAs and for predicting potential miRNA precursors and mature miRNA sequences (Friedländer et al., 2011). The analyses of Gene ontology (**GO**) enrichment and the Kyoto Encyclopedia of Genes and Genomes (**KEGG**) pathway were conducted according to the forecasted DE miRNA target genes.

#### Statistical analysis of data

Basic informations, annotated small RNAs, the length distribution of miRNA, and the number of known miRNA were analyzed for differences using a T-test with SPSS 26, with *P* < 0.05 considered as a significant difference. The DE miRNA were analyzed using the R packages “DESeq2” (Au—Liu et al., 2021) and selected based on *P* < 0.05 and ∣ log2FC∣> 1. The miRNA names were present as miRNA/precursor. The padj was obtained for multiple testing by adjusting *P*-value using the Benjamin-Hochberg correction (Tino, 2009). GO and KEGG analysis was carried out by hypergeometric distribution with R (version R3.5.1), and taking *P*adj < 0.05 as the significant enrichment standard.

## Results

### Confirmation of bovine milk small extracellular vesicles

The EVs particle size distribution was analyzed by nanoparticle tracking (Figure 1). The diameter of EVs reached its peak at 102.2 nm, with 97.7% of all particles falling within the range of 30 to 150 nm. particle diameters ranging from accounting for.

**Figure 1.**
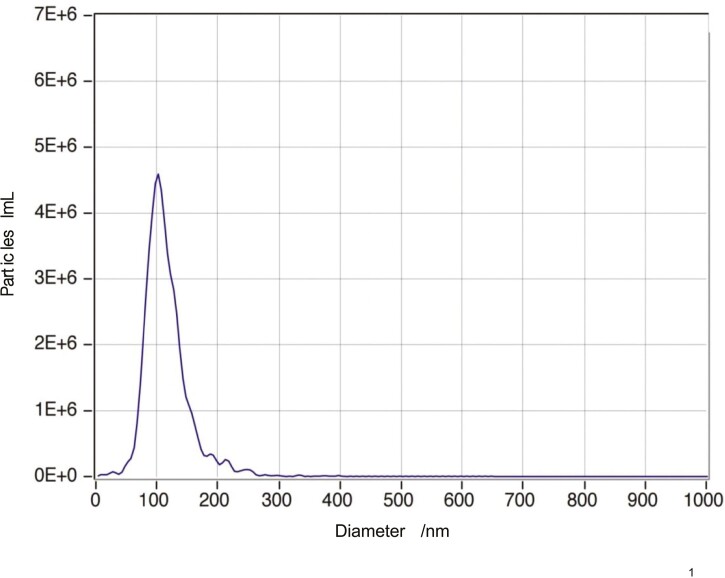
Particle size distribution of bovine milk-derived small extracellular vesicles from cows with subclinical mastitis.

### Profiling of small extracellular vesicles-RNAs in bovine milk

The total numbers of annotated RNAs, including cis-regulatory elements, long non-coding RNAs, other small RNAs, ribosomal RNAs, small nucleolar RNAs, and miRNA, are shown in Figure 2A. 

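The small RNA of milk sEVs was sequenced for 14 cows, 7 in the control group and 7 that received 300 g/d of inulin for 5 wk after 1 wk of adaptation. The authors deposited the number of reads that miRDeep2 counted for each miRNA/precursor in each cow, without normalization, and the other RNA classes of Figure 2A were not analysed here. A mature miRNA with several precursors is listed once with each of them, so the same reads can enter the total of a cow more than once. The total count of a cow ranged from 4165 to 415020, with a median of 72277 in the control group and 112974 in the inulin group, and the highest total was 99.6 times the lowest. At these depths 3 counts, the smallest number taken as detectable, were 0.072% of the total in control cow 2 and 0.000723% in control cow 5. Such limits and all intervals given for a share cover counting error only. Differences between the groups across many miRNA were tested with the quasi-likelihood test of edgeR on the counts of miRNA/precursors with at least 10 counts over all cows, normalized by the TMM method, and p-values were adjusted by the Benjamini-Hochberg method. Single measurements were compared with an exact permutation test over all assignments of the cows to 2 groups of 7, two-sided unless stated otherwise, for which the smallest possible p is 0.000583. Where many cows share the same value, as without counts, the smallest possible p is larger.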

The miRNA (Figure 2B) varied in length from 18 to 25 nt, and most were 22 nt long (45.49% and 43.72% for the control and inulin groups, respectively).

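The 22 nt percentages result when every miRNA/precursor is counted once for each cow in which it had at least 1 count. In the control group 459 of 1009 such detections were 22 nt long, and in the inulin group 407 of 931. The next most frequent length was 21 nt, with 18.5% of the detections in both groups, followed by 23 nt with 12.3% in the control group and 12.9% in the inulin group. Lengths of 18 nt and 25 nt each made up less than 1% of the detections. Counted once per group instead of once per cow, 142 miRNA/precursors of 22 nt were present in the control group and 105 in the inulin group. A length is listed for all but 2 of the miRNA/precursors.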

**Figure 2.**
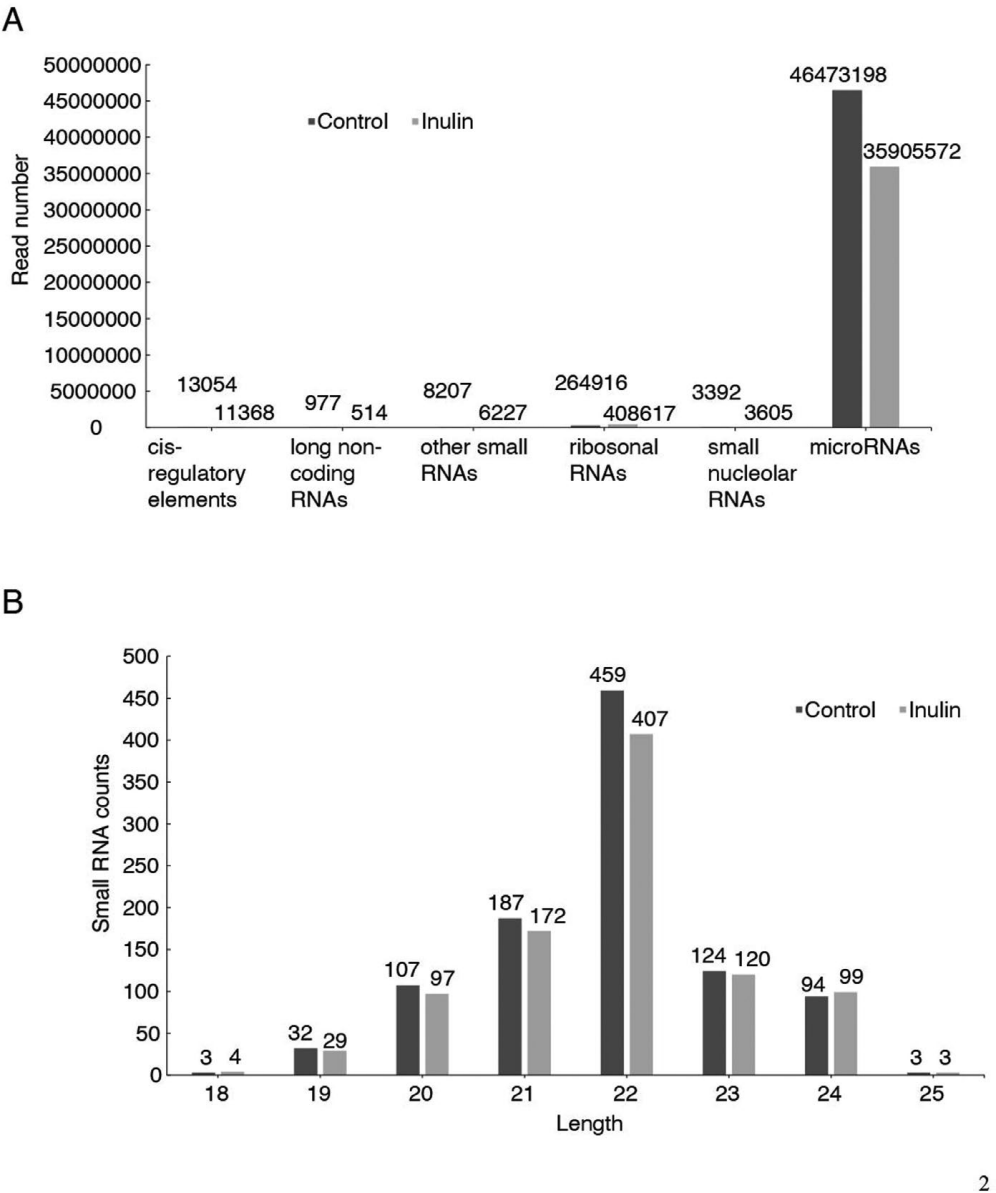
Profiling of annotated small RNAs and length distribution of microRNAs derived from milk small extracellular vesicles in dairy cows with subclinical mastitis in the control and inulin group. (A) Profiling of annotated small RNAs derived from milk small extracellular vesicles in dairy cows with subclinical mastitis in the control and inulin group. (B) The length distribution of microRNAs derived from milk small extracellular vesicles in dairy cows with subclinical mastitis in the control and inulin group.

A combined total of 350 miRNAs were detected among all samples. 

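The 350 entries are miRNA/precursor pairs, which combine 268 mature miRNA names with 304 precursors. In 146 of the pairs the counts equalled those of another pair in every cow, so that the entries hold 239 distinct sets of counts. Only 40 pairs had at least 1 count in all 14 cows, and 99 pairs were found in 1 cow.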

There were 332 miRNA in the control group and 249 miRNA in the inulin group (Figure 3; Supplementary Table S2).

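Of the pairs, 231 were found in both groups, 101 in control cows only and 18 in inulin cows only. The difference of -83 pairs between the inulin and control groups was within the range given by regrouping the cows (exact permutation test, p = 0.413). Among the 101 pairs found in control cows only, 84 were found in 1 control cow, 56 of them in control cow 5 alone, and their median count over all cows was 3. Control cow 5 held 52.1% of all counts of the control group. Leaving this cow out moved the difference most of all alternatives, to 243 pairs in the control group against 249 in the inulin group. The number of pairs detected in a cow rose with the log10 of its total count (Pearson's r = 0.806, permutation p = 0.00069, adjusted p = 0.00276; Spearman's rho = 0.908, permutation p = 3e-05, adjusted p = 0.00012; n = 14 cows). Without the 2 cows farthest from the median depth, r was 0.846. Within the control group r was 0.843 (exact permutation p = 0.0171, n = 7) and within the inulin group it was 0.873 (exact permutation p = 0.00655, n = 7), with rho of 0.929 (exact p = 0.00675) and 0.964 (exact p = 0.00278). Without the 2 cows of a group farthest from its median depth, r was 0.866 in the control group and 0.66 in the inulin group. These were 3 of 4 relations tested against depth, and adjusted for the 4 the p-values of r within the groups were 0.0171 and 0.0119 (exact permutation). When the counts of every cow were thinned at random to the lowest total, a mean of 157.3 pairs in the control group and 133.4 in the inulin group remained over 100 draws, a difference of -23.9 (exact permutation test, p = 0.0775).

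**Figure D1:**
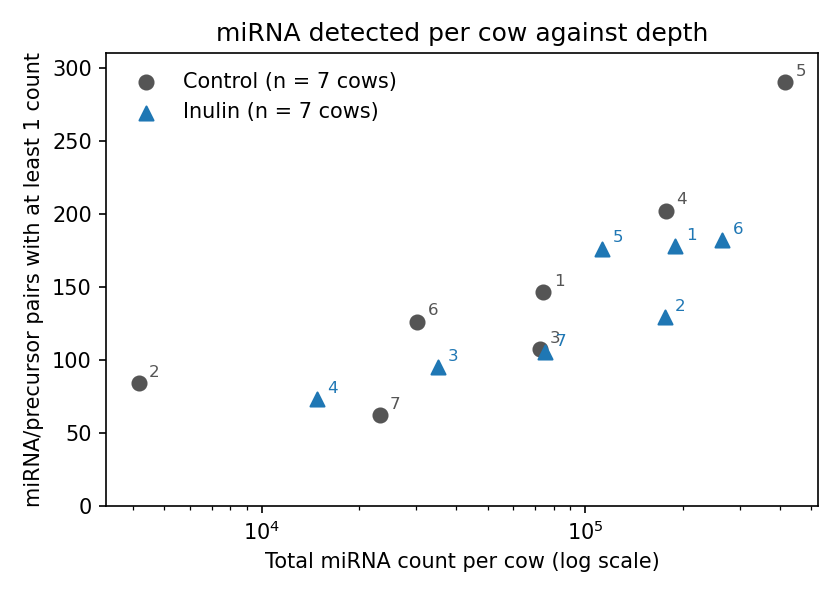
Number of miRNA/precursor pairs with at least 1 count (vertical axis) against the total miRNA count (horizontal axis, log scale) in each of the 7 control cows (circles) and 7 inulin cows (triangles), labelled with the number of the cow. Control cow 5, the deepest, had 290 pairs, and control cow 7 had the fewest, 62.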

**Figure 3.**
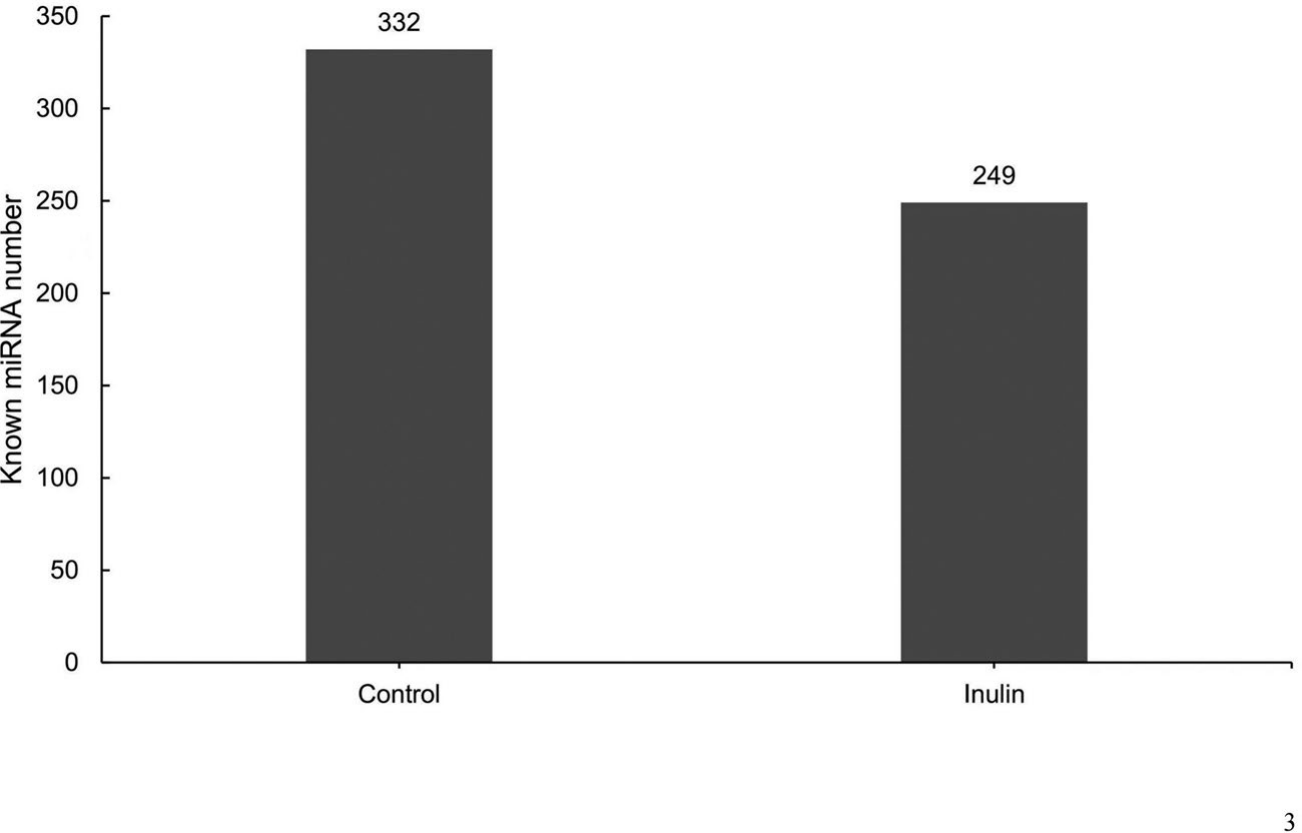
The number of known milk small extracellular vesicles derived microRNAs in the control and inulin group.

### Most abundant small extracellular vesicles-microRNAs in bovine milk

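With the counts summed over the cows of a group, the 6 pairs with the highest mean were the same in both groups: let-7b/let-7b, the 3 pairs of let-7a-5p, miR-1246/mir-1246 and miR-423-5p/mir-423. The 20 pairs of Table 2 held 95.13% of the counts of the control group and 95.55% of those of the inulin group. As the mean of the percentages of each cow, they held 95.4% ± 0.734 (SD, n = 7) in the control group and 93.0% ± 6.89 (SD, n = 7) in the inulin group, where the lowest cow reached 77.6%. This mean moved the share of the inulin group most, whereas that of the control group moved most with 1 precursor per mature miRNA, to 93.8%, against 94.7% in the inulin group.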

Table 2 displays the top 20 miRNA with the highest expression levels in both groups. Among them, 18 miRNA (let-7b/let-7b, let-7a-5p/let7a-1, let-7a-5p/let7a-2, let-7a-5p/let7a-3, miR-1246/mir-1246, miR-423-5p/mir-423, let-7f/let-7f-1, let-7f/let-7f-2, let-7c/let-7c, let-7g/let-7g, miR-16a/mir-16a, miR-26a/mir-26a-1, miR-26a/mir-26a-2, miR-320a/mir-320a-1, miR-320a/mir-320a-2, miR-200c/mir-200c, miR-191/mir-191, and miR-151-5p/mir-151) were expressed at high levels in both groups.

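The number of pairs shared by the 20 highest of both groups was 18 by the mean count, 16 by the mean percentage of each cow, and between 17 and 19 when each cow was left out in turn. In the control group let-7i/let-7i had rank 21, after miR-30d/mir-30d, and in the inulin group miR-30a-5p/mir-30a had rank 23, after miR-7/mir-7-3 with rank 20. The 20 pairs of Table 2 cover 15 mature miRNA names. The 3 let-7a-5p pairs differed by at most 0.0488% in their summed counts, and together they made up 47.1% of the counts in the control group and 54.1% in the inulin group. Counted with 1 precursor per mature miRNA, let-7a-5p made up 24.9% and 30.5%, respectively. The let-7 pairs as a whole held 69.0% ± 18.2 (SD, n = 7) of the counts of a control cow and 80.0% ± 11.9 (SD, n = 7) of an inulin cow. The difference was smaller than either SD, and regrouping the cows often gave one as large (exact permutation test, p = 0.198).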

**Table 2.** Top 20 highly expressed small extracellular vesicles derived microRNAs in milk from dairy cows with subclinical mastitis in 2 groups

		Group			
		Control (*n* = 7)		Inulin (*n* = 7)	
microRNAs		Mean	Percentage, %	Mean	Percentage, %
1	let-7b/let-7b	17,004.86	14.95	24,012.14	19.34
2	let-7a-5p/let-7a-3	17,868.43	15.71	22,381.71	18.03
3	let-7a-5p/let-7a-1	17,862.43	15.70	22,384.71	18.03
4	let-7a-5p/let-7a-2	17,859.71	15.70	22,377.43	18.02
5	miR-1246/mir-1246	12,212.71	10.74	6,965.57	5.61
6	miR-423-5p/mir-423	7,105.71	6.25	3,811.00	3.07
7	let-7f/let-7f-2	3,107.14	2.73	2,894.43	2.33
8	let-7f/let-7f-1	3,011.57	2.65	2,801.57	2.26
9	let-7c/let-7c	2,080.14	1.83	3,360.86	2.71
10	let-7g/let-7g	1,283.86	1.13	1,037.71	0.84
11	miR-16a/mir16a	1,366.14	1.20	785.71	0.63
12	miR-26a/mir26a-2	1,366.14	1.20	779.00	0.63
13	miR-26a/mir-26a-1	1,365.71	1.20	778.86	0.63
14	miR-320a/mir-320a-1	819.57	0.72	869.43	0.70
15	miR-320a/mir-320a-2	819.57	0.72	869.43	0.70
16	miR-200c/mir-200c	858.43	0.75	760.57	0.61
17	miR-191/mir-191	821.57	0.72	355.14	0.29
18	miR-151-5p/mir-151	439.14	0.39	706.14	0.57
19	miR-30a-5p/mir-30a	583.71	0.51	316.43	0.25
20	let-7i/let-7i	384.29	0.34	380.00	0.31
	Total		95.13		95.55

### DE small extracellular vesicles-microRNAs in bovine milk

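The edgeR test covered 210 miRNA/precursor pairs. Unadjusted P < 0.05 and |log2FC| > 1 held for 19 of them, 6 higher and 13 lower in the inulin group. No pair had an adjusted p-value under 0.05 (0 pairs, smallest adjusted p = 0.274 from edgeR), against 19 at an unadjusted p under 0.05. The common dispersion was 1.43, which is a standard deviation between cows of 1.20 times the mean. Of the 19 pairs, 10 had fewer than 50 counts over all cows, and in 8 every inulin cow had 3 counts or fewer. The number moved most without a filter on low counts, to 75 pairs of 350. With DESeq2, the tool of the paper, 9 of the same 210 pairs passed the rule, 3 higher and 6 lower, and none was under 0.05 after adjustment (0 pairs, smallest adjusted p = 0.234 from DESeq2, 10 pairs at an unadjusted p under 0.05). Among the pairs higher with inulin that the paper does not name as DE, the smallest edgeR p-values belonged to miR-11980/mir-11980, miR-2388-3p/mir-2388 and miR-92b/mir-92b. The log2 fold change of miR-11980/mir-11980 was 3.52 (standard error 1.42, adjusted p = 0.404 from edgeR), but inulin cow 4 alone held 1737 of its 2082 counts in the inulin group, and DESeq2 gave -1.03. The pair miR-2388-3p/mir-2388 had 11 counts, all in inulin cow 2, and was at least 3.36-fold higher against a floor of 3 counts, while limma-voom gave a log2 fold change of -0.11. The pair miR-92b/mir-92b had 18 counts in 3 inulin cows and 3 counts in 1 control cow (adjusted p = 0.522 from edgeR, adjusted p = 0.99 from DESeq2). Among the pairs lower with inulin that the paper does not name as DE, the smallest p-values were those of miR-140/mir-140, miR-6120-3p/mir-6120 and miR-142-5p/mir-142. They had 20, 16 and 32 counts in the control group and 0 in the inulin group, at least 7.28-fold, 5.82-fold and 11.6-fold lower against the same floor. These counts came from 3, 3 and 2 control cows, and control cow 5 held 22 of those of miR-142-5p. In log2 CPM the exact permutation tests gave p = 0.192, 0.192 and 0.462. These are the smallest p possible with counts in 3, 3 and 2 cows, so the tests could not have shown a difference. DESeq2 gave unadjusted p-values of 0.0906, 0.192 and 0.229.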

Between the 2 groups, there were 9 miRNA that demonstrated differential expression. 

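Levels of the single miRNA are given as CPM, the counts scaled to the total of the cow with TMM normalization. The 3 miR-7 pairs rest on nearly the same reads, with equal counts at mir-7-1 and mir-7-3 in 13 of the 14 cows. For miR-7/mir-7-2 the level was 1654 ± 1465 (SD, n = 7) in the control group and 6086 ± 7777 (SD, n = 7) in the inulin group, a log2 fold change of 1.88 (standard error 0.882, adjusted p = 0.522 from edgeR). With each cow left out the fold change ranged from 1.01, without inulin cow 4, to 2.29. In the other alternatives it ranged from 0.65, with limma-voom, to 2.40. In log2 CPM many regroupings of the cows gave as large a difference (exact permutation test, p = 0.496), and 5 of 7 inulin cows were above the median of the control group. The miR-6529a/mir-6529a level was 747 ± 499 (SD, n = 7) in the control group and 180 ± 309 (SD, n = 7) in the inulin group. Its log2 fold change was -2.01 (standard error 0.955, adjusted p = 0.522 from edgeR), and in log2 CPM few regroupings of the cows gave as large a difference (exact permutation test, p = 0.0111, not adjusted). The level of miR-423-5p/mir-423 was 89200 ± 66280 (SD, n = 7) in the control group and 36500 ± 33930 (SD, n = 7) in the inulin group, a log2 fold change of -1.29 (standard error 0.543, adjusted p = 0.439 from edgeR; exact permutation test, p = 0.144). The pairs miR-339a/mir-339a and miR-339b/mir-339a had equal counts in all 14 cows, and miR-339b/mir-339b had the same counts in 11. At mir-339a the 2 pairs each had 159 counts in 5 control cows and 16 counts in 3 inulin cows, a log2 fold change of -3.39 (standard error 1.17, adjusted p = 0.274 from edgeR; exact permutation test, p = 0.0227, not adjusted). At mir-339b it was -3.17 (standard error 1.18, adjusted p = 0.313 from edgeR; exact permutation test, p = 0.0297, not adjusted). The pair miR-22-3p/mir-22, with 86 counts in the control group and 35 in the inulin group, had a log2 fold change of -1.70 (standard error 0.977, adjusted p = 0.772 from edgeR; exact permutation test, p = 0.0554) and did not pass the rule in edgeR, while in DESeq2 it did, with -1.98. The other 8 pairs passed the rule with both tools and in the same direction. Counting shared reads once leaves 5 separate sets among the 9 pairs. In the RefSeq annotation of the assembly ARS-UCD2.0, which matched 292 of the 304 precursors by name, mir-7-2 lies within HNRNPK, mir-6529a within GSK3B, mir-423 within NSRP1, mir-339a within C25H7orf50, mir-339b within MYO1F and mir-22 within TLCD2. No protein-coding gene spans mir-7-3, and mir-7-1 had no match.

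**Figure D2:**
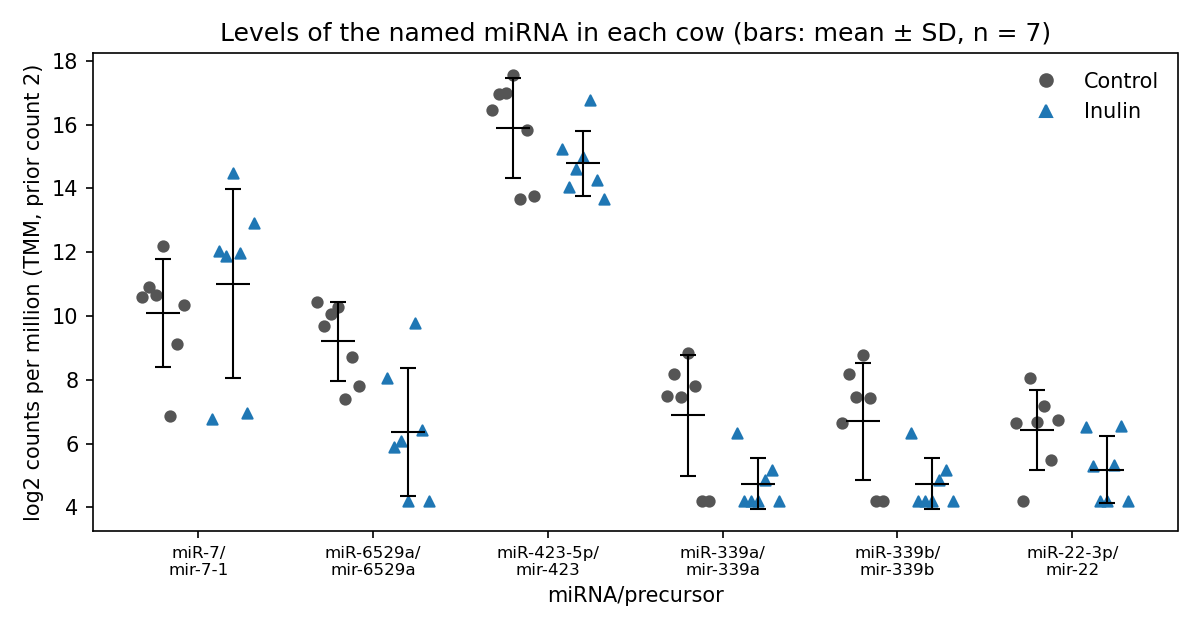
Level of 6 miRNA/precursor pairs in log2 CPM (TMM normalization, prior count of 2) in each of the 7 control cows (circles) and 7 inulin cows (triangles), with the mean and SD of each group. The groups overlap in all 6 pairs, and points at the lower edge are cows without counts.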

Compared to control group, miR-7/mir-7-3, miR-7/mir-7-2, and miR-7/mir-7-1 were upregulated, while miR-6529a/mir-6529a, miR-423-5p/mir-423, miR-339b/mir-339a, miR-339b/mir-339b, miR-339a/mir-339a, and miR-22-3p/mir-22 were downregulated in the inulin group (Figure 4A). One of the DE miRNAs (miR-423-5p) was also found to be highly expressed.

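In the cows of the control group, miR-423-5p/mir-423 made up 8.35% ± 5.25 (SD, n = 7) of the miRNA counts, from 1.16% to 14.4%. In the inulin group it made up 3.41% ± 2.65 (SD, n = 7), from 1.39% to 9.06%, and 6 of the 7 inulin cows were below the median level of the control group. The difference in share was -4.94 percentage points (exact permutation test, p = 0.0519, adjusted p = 0.535 over 22 pairs). By mean count it had rank 6 in both groups.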

**Figure 4.**
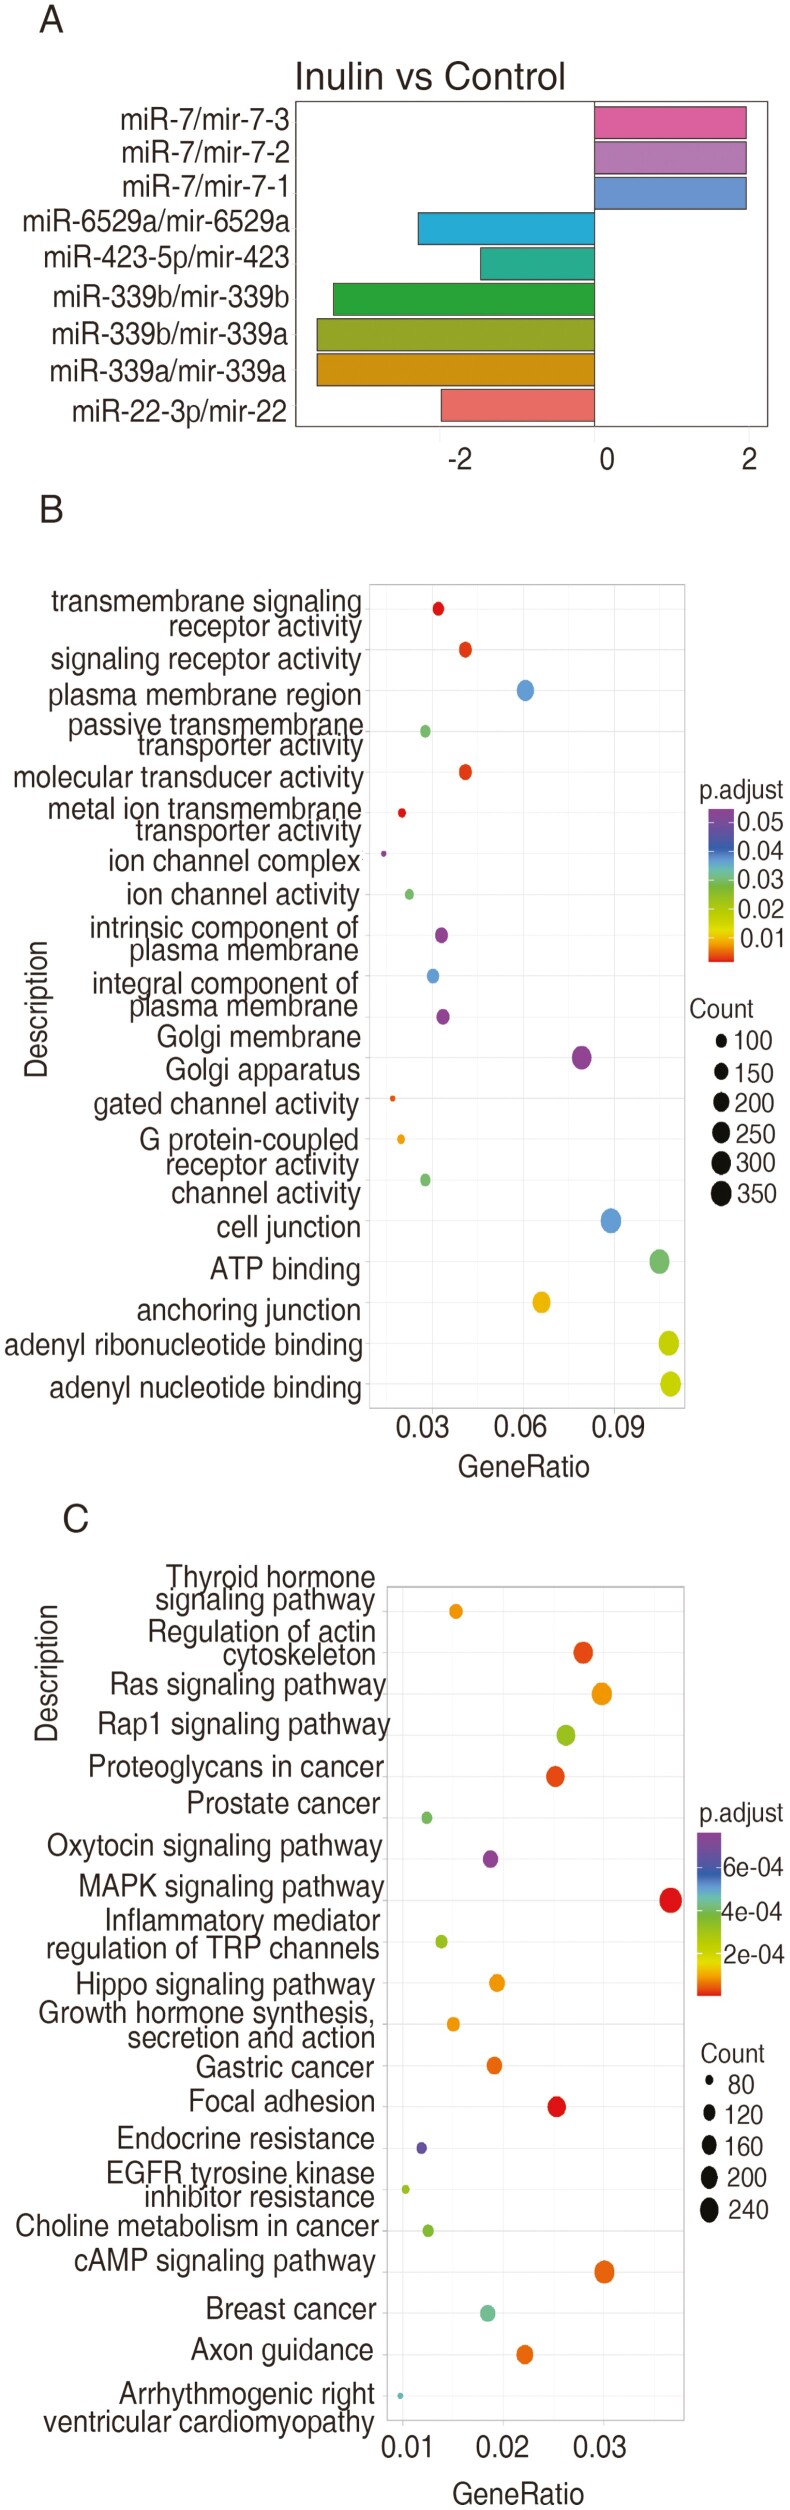
Differentially expressed milk-derived small extracellular vesicle microRNAs and functional analysis of their target genes in cows with subclinical mastitis between the control and inulin group. (A) Differentially expressed milk-derived small extracellular vesicle microRNAs from cows with subclinical mastitis between the control and inulin groups. (B) Gene ontology enrichment analysis for the top 20 functions of target genes related to differentially expressed milk-derived small extracellular vesicle microRNAs from cows with subclinical mastitis. (C) Kyoto Encyclopedia of Genes and Genomes analysis for the top 20 pathways influenced by target genes from differentially expressed milk-derived small extracellular vesicle microRNAs in cows with subclinical mastitis.

The predicted target genes of DE miRNA were applied for a GO enrichment analysis. The top 20 functional categories are shown in Figure 4B. A total of 16 target genes were significantly enriched in the categories of molecular function and cellular component. In the KEGG pathway analysis, 111 target genes were significantly enriched, with the top 20 pathways displayed in Figure 4C. These include organismal systems (sensory system, endocrine system, development and regeneration), cellular processes (cell motility, cellular community), signal transduction, and human diseases (cancer, drug resistance, cardiovascular disease).

## Discussion

Daily milk production and its fluctuations are indicators of the health of dairy cows (Kok et al., 2021). Mastitis, including subclinical mastitis, is mammary inflammation in lactating cows caused by bacterial infections and physical factors such as excessive milking settings and improper operation (Cai et al., 2021; Gasparik et al., 2022). Subclinical mastitis, like clinical mastitis, negatively impacts animal welfare and the farm economy but is more challenging to detect due to the absence of significant changes in milk and clear clinical signs in the udder (Cai et al., 2021; Ibrahim et al., 2023).

Currently, antimicrobials are widely employed as an effective treatment for mastitis (Smulski et al., 2020). However, their overuse has led to antibiotic resistance, reducing drug efficacy. It is often unnecessary to treat non-severe mastitis in dairy cows (Nobrega et al., 2020). With the prohibition of feed antibiotics and a trend toward reducing antimicrobials in farming, plant extracts are gathering considerable interest in contemporary research. These extracts contain various bioactive components, including polyphenols, polysaccharides, and essential oils. Numerous studies have focused on their potential for disease prevention and antibacterial activity against multiple microorganisms. Several plant compounds have been found to have antimicrobial potential and to improve antioxidant and immune functions, suggesting that plant extracts can reduce inflammation, enhance production performance, and benefit animal health (Blaxland et al., 2022; Cao et al., 2023; Guo et al., 2023). Furthermore, plant extracts can impact the microbiota structure (Su et al., 2023; Yu et al., 2023a).

Inulin, a plant extract, is often used as a prebiotic supplement to modulate digestive tract microbiota (Zhu et al., 2020; Wang et al., 2021b). Inulin also increases milk production, reduces inflammatory factors, and alleviates bovine mastitis symptoms (Wang et al., 2021b; Zhao et al., 2022). Recently, inulin has been used in bovine mastitis therapy. To understand its molecular impact on bovine mastitis, in this study, we monitored differences in mastitis mitigation and investigated inulin’s anti-inflammatory mechanism.

The EVs are small nanovesicles, classified into sEVs and ectosomes, based on partical size, cargo sorting, and biogenesis (Gao et al., 2021). According to nanoparticle tracking analysis, 97.7% of milk-derived particles are sEVs. This study identified 350 miRNAs, with 332 in the control group and 249 in the inulin group. These numbers align with previous findings by Tsukada et al. (Tsukada et al.) who found 277 miRNA in milk-derived sEVs from healthy cows (Tsukada et al., 2022), along with the findings of Quan et al. (2020) who illustrated the presence of 276 miRNA in milk-derived EVs (Quan et al., 2020). 

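Per cow, 47.0% ± 5.35 (SD, n = 7) of the pairs detected in the control group and 44.96% ± 5.36 (SD, n = 7) of those in the inulin group were 22 nt long. Regrouping the cows often gave as large a difference (exact permutation test, p = 0.478). With each pair weighted by its counts, an alternative chosen after seeing the data, the direction changed, to 74.0% ± 19.1 and 84.3% ± 11.4 (SD, n = 7 each; exact permutation test, p = 0.242). The mean length of the detected pairs was 21.9 nt in both groups (SD 0.135 and 0.107, n = 7 each; exact permutation test, p = 0.809). A control cow had 145.3 ± 78.2 (SD, n = 7) pairs with at least 1 count and an inulin cow 134.0 ± 44.9 (SD, n = 7), a difference of -11.3 (exact permutation test, p = 0.763). This difference was 12.8 without control cow 5, and with a minimum of 3 counts it was 0.286. The total miRNA count was 113759 ± 144489 (SD, n = 7) in the control group and 124156 ± 90698 (SD, n = 7) in the inulin group, a difference of 10397 (exact permutation test, p = 0.878). It moved most without control cow 5, to 60607 (exact permutation test, p = 0.188), and leaving out any 1 of 5 other cows turned it negative.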

We found that inulin supplementation did not significantly affect miRNA length, known miRNA numbers, or small RNA read numbers (including cis-regulatory elements, long non-coding RNAs, other small RNA, ribosomal RNAs, small nucleolar RNAs, and miRNA). Nineteen out of the top 20 miRNA with high expression levels in this study, excluding miR-1246, were earlier reported in milk EVs from healthy cattle (Quan et al., 2020; Li et al., 2022). These miRNAs may influence milk’s basic functions in growth, development, and immunity. For instance, the let-7 family, including let-7a-5p, let-7b, let-7c, let-7f, and let-7g in this study, is known for regulating cell proliferation, differentiation, apoptosis, invasion, and migration (Liu and Jiang, 2020; Egea et al., 2021). These miRNAs likely contribute to regulating breast tissue growth and lactation process (Quan et al., 2020). Besides, miR-16a can target large tumor suppressor kinase 1 and has been demonstrated to manipulate milk lipid metabolism in the epithelial cells of bovine breast tissue (Chen et al., 2019). In addition, miR-423-5p, miR-26a, let-7a-5p, let-7c, and let-7f may modulate inflammation (Kreuzer-Redmer et al., 2016; Zhang et al., 2021; Yu et al., 2022). These miRNAs highlight the fundamental mechanism of the immune response in milk. The highly expressed miR-1246 was found upregulated in cows suffering from mastitis (Lai et al., 2020) or those challenged with LPS (Sullivan et al., 2022). 

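In the deposited counts, miR-1246/mir-1246 had a mean of 12213 ± 23365 (SD, n = 7) in the control group and 6966 ± 10084 (SD, n = 7) in the inulin group, with medians of 2938 and 431 (exact permutation test of the means, p = 0.765). Control cow 4 held 75.5% of the miR-1246 counts of its group, and without this cow, an alternative chosen after seeing the data, the control mean was 3487 and the direction changed (exact permutation test, p = 0.445). As a share of the counts of each cow, miR-1246 made up 13.4% ± 15.0 (SD, n = 7) in the control group and 4.99% ± 7.18 (SD, n = 7) in the inulin group (exact permutation test, p = 0.213). The mean difference in log2 CPM was -2.01 (exact permutation test, p = 0.185), and it stayed between -2.83 and -1.24 with each cow left out in turn. The edgeR log2 fold change was -1.46 (standard error 0.989, adjusted p = 0.898 from edgeR).

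**Figure D3:**
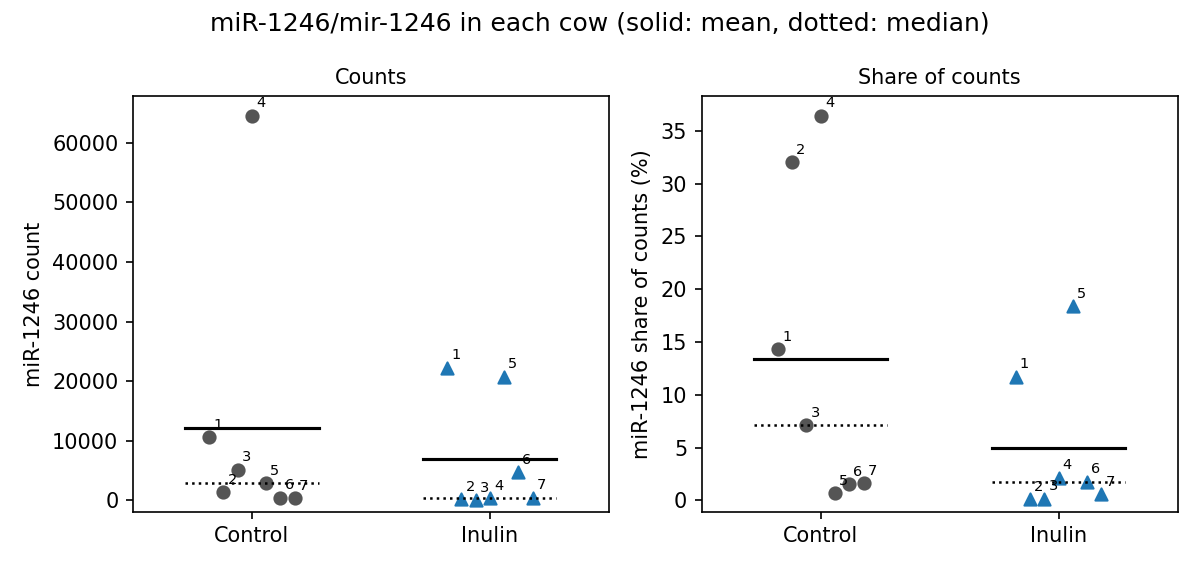
Counts of miR-1246/mir-1246 (left, linear axis) and its share of the miRNA counts of the cow in percent (right, linear axis) in each of the 7 control cows (circles) and 7 inulin cows (triangles), labelled with the number of the cow, with the group mean (solid line) and median (dotted line). Control cow 4 had 64566 counts, the next highest cow 22265.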

Although we found no significant changes in miR-1246 between the 2 groups, the normalized mean reads decreased numerically from 12,212.71 to 6,965.57, suggesting the potential alleviation of mastitis.

Individual differences are one of the factors that induce variations in miRNA profiles. Dairy cows show distinct levels of immunoglobulin and specific antibody concentrations in milk, which reflects their diverse immune response levels (Ross et al., 2021). The current study demonstrated significant individual differences within each group due to the animals’ diverse backgrounds. Furthermore, the variations between the control and inulin groups might be associated with changes in nutritional factors. 

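Over the tested pairs, Spearman's correlation between the counts of any pair of cows ranged from 0.534 to 0.825, with a median of 0.687 over 91 pairs of cows. These correlations are across miRNA, which are not independent replicates. The mean was 0.668 between cows of the control group, 0.707 between cows of the inulin group and 0.688 between cows of different groups. The mean distance between groups, taken as 1 minus the correlation, exceeded the mean distance within groups by -0.000458 (exact permutation test, one-sided for a larger distance between groups, p = 0.459). The difference turned positive with 1 precursor per mature miRNA, at 0.00326 (exact permutation test, one-sided, p = 0.321).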

Numerous studies have confirmed that plant miRNA can escape from the digestive tract, be assimilated in the small intestine, and influence disease progression by regulating miRNA expression in multiple animal species (Saiyed et al., 2022). Moreover, inulin, as a prebiotic, not only alters the microbiota profile in the gastrointestinal tract but can also modulate the microbiota and metabolite levels in mammary organs (Wang et al., 2022). Therefore, consuming inulin may affect the miRNA profile directly through cell communication or indirectly by modulating the microbiota composition. Among the DE miRNA, the upregulated miR-7 is known to target FAK through the ERK/MAPK signaling pathway which suppresses cellular activities (Cao et al., 2016). The downregulation of miR-6529a promotes preadipocyte multiplication, differentiation, and lipid deposition (Ran et al., 2022). This lipid deposition also explains the suppression of lipid metabolism in another inulin supplement study (Wang et al., 2021b). The inhibition of miR-423-5p targets GRIM-19 and suppresses prostate cancer (Lin et al., 2019). miR-339 and miR-22, can regulate cell motility, inflammation, and apoptosis, suggesting their roles in alleviating mastitis (Xie et al., 2020; Fan et al., 2021b).

The GO enrichment analysis revealed that DE miRNA target genes affect key (top 20) molecular functions and cellular components. They primarily participate in maintaining cell and tissue structure and function, as well as in signal transduction. The KEGG analysis of DE miRNA target genes suggests that inulin may regulate signaling pathways, including MAPK, cAMP, Ras, and Rap1. These signaling pathways influence cellular processes such as cell proliferation, migration, apoptosis, etc (Olson and Marais, 2000). The activation of the MAPK pathway can accelerate the inflammation process by stimulating the secretion of inflammatory factors (Zhang et al., 2022a). Rap1 can regulate MAPK activity and plays a role in immune regulation (Minato et al., 2007). In a like manner, another study found that inulin acts as a potent modulator of inflammation through MAPK activation (Wu et al., 2017). The activation of TRP channels influences the MAPK signaling pathway, consequently inducing an inflammatory response (Zhang et al., 2023). Moreover, thyroid hormone regulates growth, development, and metabolism, and is essential for maintaining immune function and response (Lasa and Contreras-Jurado, 2022). Additionally, DE miRNA target genes may influence milk production. The cAMP signaling pathway participates in the regulation of lipolysis by influencing protein expression levels (Ikoma-Seki et al., 2015). The growth hormone and oxytocin signaling pathways stimulate milk secretion and influence milk composition (Sadiq and Tadi, 2024). These findings may explain the effect of inulin on mitigating inflammation and improving milk production in cows with mastitis.

The DE miRNA identified in the current study provides evidence of inulin’s potential to reduce bovine subclinical mastitis at the molecular level. 

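The 9 pairs were selected on the same data, and adjusted over these 9 alone, 3 had an edgeR p-value under 0.05 (smallest adjusted p = 0.0379), which shows no stability of its own. Over all alternatives the log2 fold changes of the 9 pairs gave 244 values. None of them reversed in direction (0 values), 168 stayed on their side of the rule, 71 fell below it and 5 rose above it. These values are not separate checks, since the 9 pairs hold 5 separate sets of reads and the fits reuse the same cows. From the DE miRNA and the pathways of their predicted target genes, the paper proposes that inulin has the potential to reduce subclinical mastitis.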

Due to the fact that inulin can directly modulate host mucosal signaling to influence response to bacterial infection (Wu et al., 2017), further in vitro studies could determine whether inulin supplements affect miRNA expression straightforwardly or through intermediate products or compounds generated by the supplement within the animal body.

## Conclusion

Inulin supplementation impacts the expression of bovine milk sEVs-miRNA and alters the highly expressed miRNA in cows with subclinical mastitis. The target genes of these DE miRNAs influence organismal systems, cellular processes, and signal transduction, which may affect inflammatory response and milk production. Several studies have shown that milk-derived EVs-miRNA plays regulatory roles in consumers and even their offspring. Thus, inulin may improve milk quality by altering bioactive components in the milk.

## Supplementary Material

skae366_suppl_Supplementary_Table_S1

skae366_suppl_Supplementary_Table_S2

## Abbreviations

CMT: California mastitis test
DE: differentially expressed
EVs: extracellular vesicles
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
miRNA: microRNAs
sEVs: small extracellular vesicles

# Supplementary material for: Effect of inulin on small extracellular vesicles microRNAs in milk from dairy cows with subclinical mastitis
**Source:** J Anim Sci. 2024 Dec 4;101:skae366. doi: 10.1093/jas/skae366
**Supplement:** skae366_suppl_Supplementary_Table_S1

**Supplemental Table S1**

TMR^1^ ingredients and nutrient components for dairy cows suffering from sub-clinical mastitis in both control and inulin groups

| Ingredient, % of DM | Content |
| --- | --- |
| Corn silage | 48.27 |
| Steam-flaked corn | 10.45 |
| Alfalfa hay | 8.18 |
| Cottonseed | 7.36 |
| Oat grass | 3.18 |
| Extruded soybean | 0.45 |
| Sprayed corn husk | 2.27 |
| Megalac^2^ | 0.45 |
| Fatty powder | 0.91 |
| Beet granules | 1.36 |
| Rapeseed meal | 2.20 |
| Hulless oat straw | 2.30 |
| Sunflower meal | 0.64 |
| 5% Premix^3^ | 4.91 |
| DDGS | 4.42 |
| NaHCO3 | 1.50 |
| MgO | 0.80 |
| Sodium diacetate | 0.33 |
| Nutrient composition, % of DM |  |
| CP | 16.91 |
| NDF | 30.09 |
| ADF | 17.32 |
| EE | 4.93 |
| Ca | 0.81 |
| P | 0.48 |
| NEL, Mcal/kg | 1.72 |

^1^Abbreviations: TMR = total mixed rations; DDGS = distiller’s dried grain with soluble; EE = ether extract; NEL = net energy for lactation.

^2^Megalac = a complex fatty acid calcium (Jianhe Animal Husbandry Co., Ltd., Shanghai, China).

^3^5% Premix: including (per kg of DM) 400 000 IU of vitamin A, 320 000 IU of vitamin D3, 1200 IU of vitamin E, 1 400 mg of Cu, 12 000 mg of Zn, 60 000 mg of Fe, 12 000 mg of Mn, 40 mg of Se, 400 mg of I, 160 mg of Co, 28% of Ca and 5.4% of P.

# Supplementary material for: Effect of inulin on small extracellular vesicles microRNAs in milk from dairy cows with subclinical mastitis
**Source:** J Anim Sci. 2024 Dec 4;101:skae366. doi: 10.1093/jas/skae366
**Supplement:** skae366_suppl_Supplementary_Table_S2

**Supplemental Table S2**

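For each of the 350 miRNA/precursors, Supplementary Table S2 gives 1 value per group, under the name of the mature miRNA. These values equal the means of the deposited counts over the 7 cows of the group in 350 of 350 cases. They contain no adjustment for the total count of a cow, so that a cow with more reads has more weight in them. For let-7b, for example, the mean count was 17005 ± 23355 (SD, n = 7) in the control group and 24012 ± 18088 (SD, n = 7) in the inulin group. A mature miRNA with several precursors, such as miR-320a, is listed once for each precursor.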

The known milk small extracellular vesicles derived microRNAs in the control and inulin group.

How the deposited data were processed for this re-analysis (not part of the article)

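Milk sEV small RNA of 14 Holstein cows with subclinical mastitis was compared between 7 control cows and 7 cows that received 300 g/d of inulin. The authors deposited 1 table with a line for each miRNA/precursor pair. Its count columns hold the read counts that the authors obtained with miRDeep2 after adapter trimming, quality filtering and annotation, without normalization. Its normalized columns hold rpm, reads scaled to the same total in each cow, which the authors computed from the counts of the same cow, and they differed from the recomputed values by at most 0.005. The table also holds the deposited sum of the counts over all cows and the length of each mature miRNA in nt, another unit that the authors list without stating its source. All results start from the counts.

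Cows were grouped by their labels, and 0 columns remained without a cow. The number of a cow comes from the sample labels, which count the cows of each group separately, so that cows with the same number in both groups are different animals.

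The total count per cow ranged from 4165 to 415020. The smallest detectable share was taken as 3 counts of the total, and intervals for a share are 95% Wilson intervals, both of which cover counting error only. A pair counted as detected with at least 1 count.

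The main test across pairs was the quasi-likelihood test of edgeR (version 4.0.16, R 4.3.3) with TMM normalization, on pairs with at least 10 counts over all cows. Pairs were called by the rule of the paper, an unadjusted P under 0.05 and an absolute log2 fold change above 1, and Benjamini-Hochberg adjusted p-values are given beside it. The paper used DESeq2. Levels of single pairs are CPM, counts scaled to the total of the cow, with TMM normalization, and on the log2 scale a prior count of 2 was added. Single measurements were compared with exact permutation tests over all assignments of the cows to 2 groups of 7. Correlations over 14 cows were tested with 100000 permutations, and those within 7 cows exactly. These steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

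Alternatives were the Wald test of DESeq2 (version 1.42.0) on the same pairs and on all pairs with any count, which by default replaces outlying counts in groups of this size, limma-voom (limma 3.58.1), a robust quasi-likelihood fit, the size factors of DESeq2, TMMwsp or the total count in place of TMM, no filter, the filterByExpr function of edgeR, 1 precursor per mature miRNA (the one with the most counts), identical count sets taken once, counts thinned without replacement to the lowest total (once for the tests across pairs, over 100 draws for the numbers detected), the number of the cow as a block, and each cow left out in turn. Detection was repeated with at least 3 counts and with detection in at least 2 cows of a group, and the log2 scale with a prior count of 0.5. The first principal component of the pairs other than those the paper calls was added as a covariate after seeing the data.

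The pairs named in the text were fixed beforehand as those the paper calls or lists in Table 2, and at most the 3 pairs with the smallest edgeR p in each direction among the others past the rule. The group labels were also exchanged in 100 splits of the cows, the real one included. Precursor names were looked up in a RefSeq gene table of the assembly ARS-UCD2.0, where 292 of 304 matched, and no positions are given because the paper's text names no genome build.

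The fits were tested on simulated data with 210 pairs, of which 40 were changed by 3 on the log2 scale. At a dispersion of 0.1, edgeR called 38 of the 40 by the rule, DESeq2 35 and limma-voom 36. Of the 170 unchanged pairs they called 6.5%, 0.6% and 5.3%, respectively. At a dispersion of 1.4, close to that of the data, they called 29, 27 and 24 of the 40, and 7.1%, 7.6% and 6.5% of the 170 unchanged pairs. Under 0.05 after adjustment at that dispersion were 4, 18 and 9 of the 40, and 0, 5 and 0 of the 170 unchanged pairs. Each dispersion was simulated once, with pairs that share no reads. A change of 3 exceeds the edgeR log2 fold changes of miR-7, miR-6529a, miR-423-5p and miR-22-3p in size, so the recovery of such smaller changes was not tested.

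Particle sizes, the other RNA classes and the predicted target genes were not analysed here, since they cannot be computed from counts of miRNA.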

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

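Of the tests in this part, those of the pairs detected in control cow 5, of the counting error of miR-11980 and of the counts expected for miR-92b and miR-2388-3p were chosen only after the result was seen. An outlying cow was sought in 72 groups of 7 values with Dixon's ratio at its 95% critical value, which by chance would pick about 3.6 groups. It picked 9, of which 8 are values of control cow 5. For miR-92b/mir-92b in control cow 5 and miR-2388-3p/mir-2388 in inulin cow 2 the ratio was 1.0. It always is when no other cow of the group has counts, so these picks cannot be compared with the number expected by chance.

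The total count of control cow 5 was 415020, far above the other control cows. It also had the most pairs detected of all cows, 290, which is consistent with deeper sequencing of this library. With all cows thinned to the lowest total it still had the most, 89.1 pairs against 84.0 in control cow 2, the shallowest cow. Without thinning the next cow had 202 pairs, so most of the gap went with depth. The spread of the remaining gap over the draws was not assessed, so it is not decided whether depth alone accounts for this rank. The design gives no biological explanation that could be tested for a single cow.

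In log2 CPM, control cow 5 was far above the other control cows for let-7f/let-7f-1 (15.29), let-7f/let-7f-2 (15.32), let-7g/let-7g (14.14), miR-26a/mir-26a-1 (14.40), miR-26a/mir-26a-2 (14.40) and miR-30a-5p/mir-30a (13.27). These 6 values are not independent, since the precursors of let-7f and those of miR-26a share reads. With the total count alone in place of TMM, 2 of the 6 stayed outlying, and with all cows thinned to the lowest total, 2 stayed outlying. Normalization and depth may therefore account for part of the pattern, while for the miR-26a pairs the share of 1.91% against at most 0.708% in another control cow shows the size of the gap. No biological explanation was tested, since the control cows share 1 condition.

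The pair miR-92b/mir-92b was found in control cow 5 alone among the control cows, with 3 counts and a log2 level of 4.73, while 3 inulin cows had 18 counts. Against a floor of 3 counts this is at least 5.5-fold higher with inulin, but the floor equals the observed count, and other tools gave smaller log2 fold changes (1.76 in DESeq2, 0.44 in limma-voom). The paper gives its mean counts in Supplementary Table S2 and does not name it as DE. At the share seen in control cow 5, only 2.76 counts would be expected in all other control cows together, so that its absence there may reflect depth. It failed adjustment (adjusted p = 0.522 from edgeR). Its difference in log2 CPM had p = 0.192 (exact permutation test, two-sided), a test that can show little when most cows have no counts. An effect of inulin was not shown, and counting error in the difference between the groups was not tested.

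The pair miR-2388-3p/mir-2388 was found in inulin cow 2 alone, with 11 counts and a log2 level of 6.56, and was at least 3.36-fold higher with inulin against a floor of 3 counts. At the share of inulin cow 2, 43.3 counts would be expected in the other inulin cows, so that their depth does not account for the absence. A difference seen in 1 of 7 cows is no evidence for an effect of feeding (adjusted p = 0.467 from edgeR), and what sets this cow apart was not tested.

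The pair miR-11980/mir-11980, which the paper lists in Supplementary Table S2 without naming it as DE, had an edgeR log2 fold change of 3.52 with inulin. In inulin cow 4 it made up 11.7% of the counts (95% Wilson interval 11.2% to 12.3%), while no other cow exceeded 0.613%, and the lower bound of 11.21% excludes counting error as the source. Without inulin cow 4 the log2 fold change was -1.68, so that the increase rests on this cow. It failed adjustment (adjusted p = 0.404 from edgeR), and 3 of 7 inulin cows were above the control median. Reads from another source in this cow were not tested.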

How the results depend on the processing

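All alternatives were chosen before the data were examined, except the first principal component as a covariate, the weighting of lengths by counts, 1 precursor per mature miRNA for the lengths, the mean count of miR-1246 and all alternatives for miR-151-5p, which were chosen after seeing the data. The tests on these alternatives were chosen only after the result was seen.

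The number of pairs past the rule of the paper was 19 (6 higher, 13 lower). It was 9 (3 and 6) with DESeq2 on the same pairs, 9 (3 and 6) with DESeq2 on all pairs with any count, 75 (15 and 60) without a filter, 3 (1 and 2) with filterByExpr and 5 (2 and 3) with thinned counts, and the cause was not tested. It was 14 with limma-voom (1 and 13), the robust fit (2 and 12) and identical sets taken once (2 and 12), 15 (4 and 11) with 1 precursor per mature miRNA, 18 (4 and 14) with the principal component, 20 (4 and 16) with the size factors of DESeq2, 20 (9 and 11) with TMMwsp and 21 (7 and 14) with the total count. Leaving out each cow gave 14 to 22. Of the 19 pairs, 8 were also called by DESeq2 on the same pairs, 17 with TMMwsp and 9 without control cow 5.

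No pair was under 0.05 after adjustment in edgeR (0 pairs, 19 at an unadjusted p under 0.05), and the number was 0 in every alternative apart from the block, across the 14 fits that each left out one cow as well. With the number of the cow as a block, 7 pairs (0 and 7) passed the rule and 1 pair, miR-1246/mir-1246, was under 0.05 after adjustment (log2 fold change -2.03, adjusted p = 0.00171 from edgeR; smallest adjusted p in the other alternatives 0.121 to 0.520). Cows with the same number are different animals, and their levels had a mean correlation of -0.0392, against 0.0068 between differently numbered cows, so the block has no basis in the data.

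The median log2 fold change of the pairs was -0.40 in edgeR. For the pairs tested in both fits, the change of each log2 fold change from edgeR was also taken. The median of these changes was 0.51 with TMMwsp, -0.15 with DESeq2 on the same pairs, -0.11 with its size factors and -0.11 with identical sets taken once. It was 0.10 without a filter, -0.18 with thinned counts, 0.17 with the block and 0.22 with the principal component. With each cow left out the median change was -0.20 (control cow 7) to 0.38 (inulin cow 2). The median over all pairs of a fit can move in the other direction, to -0.63 without a filter and -0.18 with thinned counts. Several of these alternatives change the pairs, counts or model and not the scale alone, so the cause was not separated. The share of called pairs that were higher with inulin went from 31.6% to 45% with TMMwsp, 7.1% with limma-voom and 0% with the block. Without control cow 5 it was 52.9% (9 higher, 8 lower), so the excess of lower pairs did not hold without this cow.

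The log2 fold change of miR-11980/mir-11980 (3.52) was -1.03 with DESeq2 on the same pairs, -1.03 with DESeq2 on all pairs, -1.93 with limma-voom and -1.77 with the block, and ranged from -1.68 to 4.16 with each cow left out. That of miR-2388-3p/mir-2388 (3.55) was -0.11 with limma-voom. The lowest value of miR-11980 with a cow left out, -1.68, was the one without inulin cow 4, and for the other alternatives the cause was not tested. Among all 16 named pairs, leaving out a cow kept 166 values on their side of the rule, with 54 weaker, 1 stronger and 1 reversed. The other alternatives kept 140, with 54 weaker, 7 stronger and 5 reversed. Pairs that share reads each count in these numbers. In 20 cases there was no value, because filterByExpr, thinning or the cow left out removed the pair from the test.

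The difference in total count (10397) ranged from -13113 to 60607 with each cow left out. The difference in pairs detected per cow (-11.3) was 0.286 with at least 3 counts, -9.29 with 1 precursor per mature miRNA and -9.35 with thinned counts (exact permutation test, two-sided, p = 0.126), and ranged from -25.2 to 12.8 with each cow left out. The difference in pairs found in any cow (-83) was -19 to -52 in the other alternatives and -101 to 6 with each cow left out. None of these passed 0.05 in any alternative (exact permutation tests, two-sided, lowest p = 0.0775).

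The difference in the share of 22 nt miRNA (-2.07 percentage points) was 10.3 when weighted by counts. The share of the Table 2 pairs in the control group moved from 95.1% to 93.8% with 1 precursor per mature miRNA. It stayed between 95.01% and 95.42% in the control group and between 94.89% and 95.86% in the inulin group with each cow left out. The number of pairs among the 20 highest of both groups was 16 to 19. The difference in the mean count of miR-1246 (-5247) was 3478 without control cow 4, whereas in log2 CPM (-2.01) its direction held with each cow left out, from -2.83 to -1.24.

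The distance between groups minus that within groups (-0.000458) was 0.00326 with 1 precursor per mature miRNA and ranged from -0.00721 to 0.0134 with each cow left out, without passing 0.05 (exact permutation tests, one-sided, p from 0.119 to 0.735). The log2 difference of miR-151-5p (0.56) was 0.48 to 0.60 with each cow left out.

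Depth limits the pairs with few counts. In control cow 2 a single count is 240.0 CPM, against 2.41 in control cow 5.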

Differences from the paper's values

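Of the tests in this part, only that with the first principal component as a covariate was chosen after the result was seen.

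The paper's number of DE miRNA is 9, and the edgeR test gave 19. Of the alternatives set before the data were examined, DESeq2 on the same pairs (9), DESeq2 on all pairs with any count (9) and the number of the cow as a block (7) came within 1.5 times the paper's number. Both DESeq2 fits called the 9 pairs that the paper names, and DESeq2 is the tool that the paper's methods give. The others did not close the gap, with 3 to 75 pairs, and leaving out each cow gave 14 to 22.

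The paper counts 3 upregulated miRNA, against 6 here. The number was 3 with both DESeq2 fits, 2 with the robust fit, with identical sets taken once and with thinned counts, 4 with the size factors of DESeq2 and with 1 precursor per mature miRNA, and 2 to 4 without control cow 1, 2, 4, 6 or 7 or inulin cow 4, 5 or 7. It stayed apart from the paper's number with limma-voom (1), TMMwsp (9), the total count (7), no filter (15), filterByExpr (1), the block (0) and the other cows left out (5 to 9). Only numbers were compared, here and for the downregulated miRNA, and an equal number can stand for other miRNA. The paper's 3 are the miR-7 pairs, which passed the rule with both DESeq2 fits, TMMwsp, the total count and no filter. They did not pass with the robust fit, identical sets taken once, the size factors of DESeq2 or 1 precursor per mature miRNA.

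The paper counts 6 downregulated miRNA, against 13 here. The number was 6 with both DESeq2 fits, 7 with the block and 8 without control cow 5. It stayed apart with limma-voom (13), the robust fit (12), the size factors of DESeq2 (16), TMMwsp (11), the total count (14), no filter (60), filterByExpr (2), 1 precursor per mature miRNA (11), identical sets taken once (12), thinned counts (3) and the other cows left out (10 to 19).

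The paper shows about 46000000 miRNA reads for the control group and about 36000000 for the inulin group in Fig. 2A, read by eye. The deposited counts sum to 796314 and 869093. No alternative set before the data were examined bears on this gap.

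The paper calls miR-22-3p/mir-22 downregulated. The edgeR log2 fold change was -1.70 and did not pass the rule (edgeR p = 0.0964, beside an exact permutation p of 0.0554). It passed with both DESeq2 fits (-1.98 each), limma-voom (-2.09) and the size factors of DESeq2 (-1.98), and with the first principal component as a covariate (-1.86), which was chosen after seeing the values.

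The paper calls the means in its discussion of miR-1246 normalized, and they equal the means of the unscaled counts, 12213 and 6966.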

Other observations

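The tests of other splits of the cows, of reads shared between pairs and of control cow 4, those of miR-151-5p over all pairs on other scales, and those of depth and of the totals for miR-6529a and miR-339a, were chosen only after the result was seen. The tests of depth, of single deep cows, of the principal component, of miRNA that vary together and the other tests of miR-151-5p were written down before their results were seen, although miR-151-5p itself was picked after its shares were seen.

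Other splits of the 14 cows gave as many pairs as the real one. Among 64 splits that part all same-numbered cows, the real one included, 33 gave at least 19 pairs past the rule of the paper in edgeR (median 19, from 7 to 31). With DESeq2, 18 of the 64 gave at least 9 pairs (median 6, from 1 to 16). After adjustment the real split had 0 pairs under 0.05 (19 at an unadjusted p under 0.05), a number that any split reaches (64 of 64), and the largest number was 3. Among 36 splits that keep some same-numbered cows together, 17 gave at least 19 pairs in edgeR and 7 gave at least 9 in DESeq2. The number of DE miRNA is consistent with a chance assignment of the cows, since 33 of 64 and 18 of 64 are far more than 1 in 20.

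The 9 pairs that the paper names hold 5 separate sets of reads, so a read counted at several precursors may raise the number of calls. In the same way, the 3 let-7a-5p pairs, which lead the control group, differ by at most 0.0488% in their summed counts, and the lead of let-7a-5p may be enlarged by reads counted 3 times.

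The larger number of pairs found in the control group shrank from a difference of -83 (332 against 249) to -23.88 (157.3 against 133.4) with all cows thinned to the lowest total, and became 6 without control cow 5. Depth, and this cow in particular, is a candidate explanation for part of the difference. With thinning, a control cow had 74.0 ± 13.0 pairs and an inulin cow 64.7 ± 7.70 (SD, n = 7 each; exact permutation test, two-sided, p = 0.126). Control cow 5 had the most pairs with thinning as well, 89.1. No difference between the groups was detectable beyond the spread between cows.

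The lower mean count of miR-1246 with inulin rests on control cow 4, since without this cow the difference was 3478.4 in the other direction. In log2 CPM the level stayed lower with inulin without this cow, at -1.61 (exact permutation test, two-sided, p = 0.312), and 5 of 7 inulin cows were below the control median. The decrease in the mean may thus reflect 1 cow, and a lower level in most inulin cows is not excluded.

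The first principal component of the log2 levels held 29.5% of the variance and correlated with the log10 total count (Pearson's r = 0.67, permutation p = 0.00896, adjusted p = 0.0119; Spearman's rho = 0.71, permutation p = 0.00621, adjusted p = 0.00675; n = 14 cows, 4 relations with depth tested). Without the 2 cows farthest from the median depth, r was 0.727. The groups did not differ along it (exact permutation test, two-sided, p = 0.707). Depth is a candidate source of the main variation between cows.

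With the group means removed, miR-1246 varied together with miR-423-5p across the 14 cows (Pearson's r = 0.801, permutation p = 0.00068, adjusted p = 0.0034; Spearman's rho = 0.771, permutation p = 0.00178, adjusted p = 0.0089; r = 0.758 without the 2 farthest cows). Of 5 pairs tested, miR-6529a (r = 0.744, permutation p = 0.00244, adjusted p = 0.0061; rho = 0.711, permutation p = 0.00553, adjusted p = 0.0138; r = 0.699 without the 2 farthest) and miR-339a (r = 0.637, permutation p = 0.013, adjusted p = 0.0217; rho = 0.612, permutation p = 0.0228, adjusted p = 0.038; r = 0.712 without the 2 farthest) did so too. For miR-7 (r = 0.0056, permutation p = 0.984; rho = -0.00659, permutation p = 0.988) and miR-22-3p (r = 0.117, permutation p = 0.687; rho = 0.143, permutation p = 0.623) no relation was found. With depth regressed out, r of miR-1246 was 0.807 with miR-423-5p, 0.762 with miR-6529a and 0.691 with miR-339a. With the let-7 pairs and miR-1246 left out of the totals, r was 0.635, 0.639 and 0.546, respectively. Neither depth nor the share taken by the let-7 pairs and miR-1246 removes most of these 3 correlations, and 3 of the miRNA called lower with inulin may follow a common difference between cows that exists within the groups. Its origin was not tested.

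Among the pairs of Table 2, miR-151-5p/mir-151 separated the groups completely. It made up 0.384% ± 0.0600 (SD, n = 7; 0.264% to 0.433%) of the counts of a control cow and 0.564% ± 0.0625 (SD, n = 7; 0.480% to 0.627%) of those of an inulin cow, and was higher in all 7 inulin cows than in every control cow. The log2 difference was 0.56 (exact permutation test, two-sided, p = 0.000583, the smallest that 7 cows against 7 allow; adjusted p = 0.0233 over the 40 pairs found in every cow). Complete separation in either direction has that same chance of 0.000583 for a single pair. Relative to the spread between cows, the largest difference among the 40 pairs was as large in a share of 0.00583 of all assignments of the cows. Of the 40 pairs, 2 had an exact p under 0.05, the other being miR-375/mir-375 (log2 difference 1.30, exact permutation p = 0.0111, adjusted p = 0.222; 4 of 7 inulin cows above all control cows), which failed the adjustment and is named after its values were seen. With TMM the log2 difference of miR-151-5p was 0.60 (exact permutation p = 0.00583; adjusted p = 0.233 over the 40 pairs), and the groups overlapped. With the let-7 pairs and miR-1246 left out of the totals it was 0.89 (exact permutation p = 0.0146; adjusted p = 0.291). On these scales the largest difference among the 40 pairs was as large in a share of 0.0705 and 0.186 of all assignments, respectively. With 1 precursor per mature miRNA and TMM the log2 difference was 0.55 (exact permutation p = 0.000583; adjusted p = 0.0181 over the 31 miRNA found in every cow), and the largest difference among the 31 was as large in a share of 0.00466 of all assignments. Its share within the groups did not follow the log10 total count (Pearson's r = -0.169, permutation p = 0.563; Spearman's rho = -0.147, permutation p = 0.615; r = -0.178 without the 2 farthest cows). The edgeR test, which shares its dispersion among pairs, gave 0.59 (standard error 0.371, adjusted p = 0.835 from edgeR), below the fold change in the rule of the paper. The direction held on all 4 scales tried, and the share did not follow depth. The share of the total count and the level with 1 precursor per mature miRNA passed a correction for the number of pairs, while the level with TMM over all pairs and the one without let-7 and miR-1246 in the totals failed it. The choice of scale together with the number of pairs examined may therefore account for the result in part. Reads from other sources, sequencing batches and the days in milk and milk yield of the groups (Table 1) were not tested. A small rise of the miR-151-5p share with inulin remains a hypothesis that was found and tested on the same data. The other mature miRNA of this precursor, miR-151-3p/mir-151, had 92 counts in the control group and 65 in the inulin group. Its edgeR log2 fold change was -0.36 (standard error 0.965, adjusted p = 0.985 from edgeR), so it showed no rise but could not exclude one of this size. In the assembly ARS-UCD2.0, mir-151 lies within PTK2.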
